A study of Mus musculus with 96 samples. Its data were reported in "DNA glycosylases Ogg1 and Mutyh influence gene expression of PRC2 targets associated with cognition" (2025).

How the data were processed

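Chromatin immunoprecipitation followed by sequencing was done on hippocampal nuclei of mice of 4 genotypes: wild type (WT), Mutyh-/-, Ogg1-/- and the double knockout (DKO). Mutyh and Ogg1 encode DNA glycosylases, enzymes that start the repair of oxidised bases. Nuclei had been sorted on NeuN, a neuronal nuclear protein, into a NeuN+ fraction (neurons) and a NeuN- fraction (non-neuronal cells). Antibodies were against H3K4me3, H3K27me3 and Suz12, a subunit of Polycomb repressive complex 2 (PRC2). With 3 replicates per genotype, each of the 6 tables (an antibody in a fraction) had 12 libraries, 72 in all. The antibody and the fraction of each column were taken from the name of its table, and the genotype and replicate from the column and the label. Input libraries had no column in the tables and were not used here.

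The authors aligned single-end reads to GRCm38 with Bowtie2, called enriched regions with epic2, kept regions found in several replicates as consensus peaks, counted reads over them with DiffBind and annotated each peak to its closest gene with ChIPseeker. The handling of duplicates, blacklisted regions and input was not stated. The deposited values are signal, that is reads per consensus peak divided by a factor for each library. In each library, 100% of the values were whole multiples of one step, so whole reads were recovered as the value divided by that step. Of the 22815 peaks, 99.98% were 401 bp wide, which is a counting window, not the extent of the enriched region. Annotations of promoter, intron, exon and intergenic position are those deposited by the authors. The share of soft-masked bases and the GC content of each peak were read from the GRCm38 sequence, and a peak with at least 50% of masked bases is called a repeat peak.

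The planned test was the edgeR quasi-likelihood test on counts. Since the deposited signal was not raw counts, the test named for that case was used: limma-trend on log2(value + 1), with the 12 libraries of a table in one fit and genotype as the only term. Fold changes are on this log2(value + 1) scale, which understates changes at peaks with low values. A differentially enriched region (DER) had an unadjusted p under 0.05 and an absolute log2 fold change over 0.5 against WT, the definition of the study. Adjusted p is the Benjamini-Hochberg value within a contrast over all peaks of a table. A non-additive DKO effect is the contrast DKO minus Ogg1-/- minus Mutyh-/- plus WT. Differences between fractions were tested in one limma fit of 24 libraries, over peaks that overlapped one to one. On the recovered reads, edgeR with TMM factors called 492, 502 and 516 DERs for Mutyh-/-, Ogg1-/- and DKO in H3K4me3 NeuN+. It gave 1 peak with an adjusted p under 0.05, for DKO in H3K27me3 NeuN-, and 0 in the other 17 contrasts, which had 16 to 516 peaks at an unadjusted p under 0.05.

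limma moderates the variance of a peak towards a trend over all peaks, with a weight set by the prior degrees of freedom. These were infinite in H3K27me3 NeuN+, Suz12 NeuN+, H3K27me3 NeuN- and Suz12 NeuN-, so the spread of a single peak did not enter its p there. They were 24.9 in H3K4me3 NeuN+ and 58.3 in H3K4me3 NeuN-, against 8 residual degrees of freedom. Robust empirical Bayes, which lets peaks with a large spread keep it, was therefore added as an alternative after seeing the data.

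Overlap of DERs with Suz12 peaks or promoters was tested with Fisher's exact test, two-sided, against the other peaks of the table, with an overlap of at least 1 bp. The union of the DERs of the 3 knockouts was used. The overlap of DERs between knockouts was set against 100 simulated sets, because the 3 contrasts share the WT libraries. In each set all 12 libraries were simulated as unchanged, WT included, and the 3 knockouts shared the simulated WT group. Sums of reads were compared with exact two-sided permutation tests of 3 libraries against 3, which cannot give a p below 0.1. Results across many peaks were also recomputed for all 10 splits of the 6 libraries of a contrast, or for 100 drawn regroupings of the libraries where there were more splits.

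Replicate numbers were checked for pairing by correlating, over peaks, the deviations of same-numbered WT and knockout libraries from their genotype means. In Suz12 NeuN+, the correlations for Mutyh-/- were 0.388, 0.186 and 0.119, all over 0.1, and the numbers, which come from the labels, were taken to pair these libraries. That contrast was also fitted with a replicate block, over all 12 libraries of the table. The cut of 0.1 was not set against correlations of libraries with different numbers. For Ogg1-/- against the same WT libraries the correlations were 0.285, 0.226 and 0.0714, and these were not taken as pairs.

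Genes were named by a rule written before the data were examined. The rule named Ogg1 and Mutyh, then 11 genes that the study names for these marks or as PRC2 targets (Rbfox3, Oaf, Grin1, Hdac4, Camk2a, Sema4c, Glis1, Grm7, Bdnf, Npr3 and Wnt6), and in each table up to 3 peaks with the smallest adjusted p. These last had to have an adjusted p under 0.05 and all 3 knockout libraries on one side of all 3 WT libraries. Where no peak passed, the 1 peak with the smallest p was named. An external list of PRC2 targets was not used here, and the Suz12 consensus peaks of this series stand in for it.

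Reads in peaks per library ranged from 6652 to 548706, and the median reads per peak of a library from 1 to 43. The alternatives were other factors, tests, filters, pseudocounts and overlaps, the replicate block, robust empirical Bayes and fits that left out a library. On simulated data with the depth of each table, changes with a log2 size of 2 were recovered at an adjusted p under 0.05 for 57% of peaks in H3K4me3 NeuN+, 14% in H3K4me3 NeuN- and at most 1% in the other tables. R 4.3.3 was used with limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0 and GenomicRanges 1.54.1, and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.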

Results

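H3K4me3, H3K27me3 and Suz12 were profiled in NeuN+ and NeuN- hippocampal nuclei of WT, Mutyh-/-, Ogg1-/- and DKO mice, with 3 replicates per genotype and 72 libraries in all. The tables held 12628 consensus peaks for H3K4me3, 4132 for H3K27me3 and 775 for Suz12 in NeuN+ nuclei, and 3270, 1698 and 312 in NeuN- nuclei. Reads in peaks per library ranged from 96023 to 548706 for H3K4me3, from 23794 to 52344 for H3K27me3 and from 6652 to 33035 for Suz12 in NeuN+ nuclei. In NeuN- nuclei they ranged from 39320 to 120004, from 19132 to 78250 and from 11887 to 66148. The median reads per peak of a library lay between 7 and 43 in H3K4me3 NeuN+, between 1 and 8 in H3K27me3 NeuN- and between 2 and 17 in the other 4 tables. Up to 40.8% of the peaks of a library had no read, in H3K27me3 NeuN-.

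Repeat peaks took a large share of the reads in some tables. Their share per library was between 0.121% and 4.73% in H3K4me3 NeuN+, between 6.68% and 56.9% in H3K27me3 NeuN+ and between 16.4% and 56.2% in Suz12 NeuN+. In NeuN- nuclei it was between 29.3% and 67.8% for H3K4me3, between 24.4% and 82.6% for H3K27me3 and between 67.6% and 85.7% for Suz12. In each library of NeuN- nuclei, most of these reads lay at 1 peak on chromosome 2 (98666960 to 98667360, GRCm38), of which 97.0% is masked as repeat. The peak is annotated to an exon and to Lrrc4c, whose start lies 1198871 bp away. It held on average 46.4%, 54.8% and 67.8% of the reads in the H3K4me3, H3K27me3 and Suz12 tables of NeuN- nuclei, and 0.868%, 9.22% and 25.2% in those of NeuN+ nuclei.

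**Figure D1:**
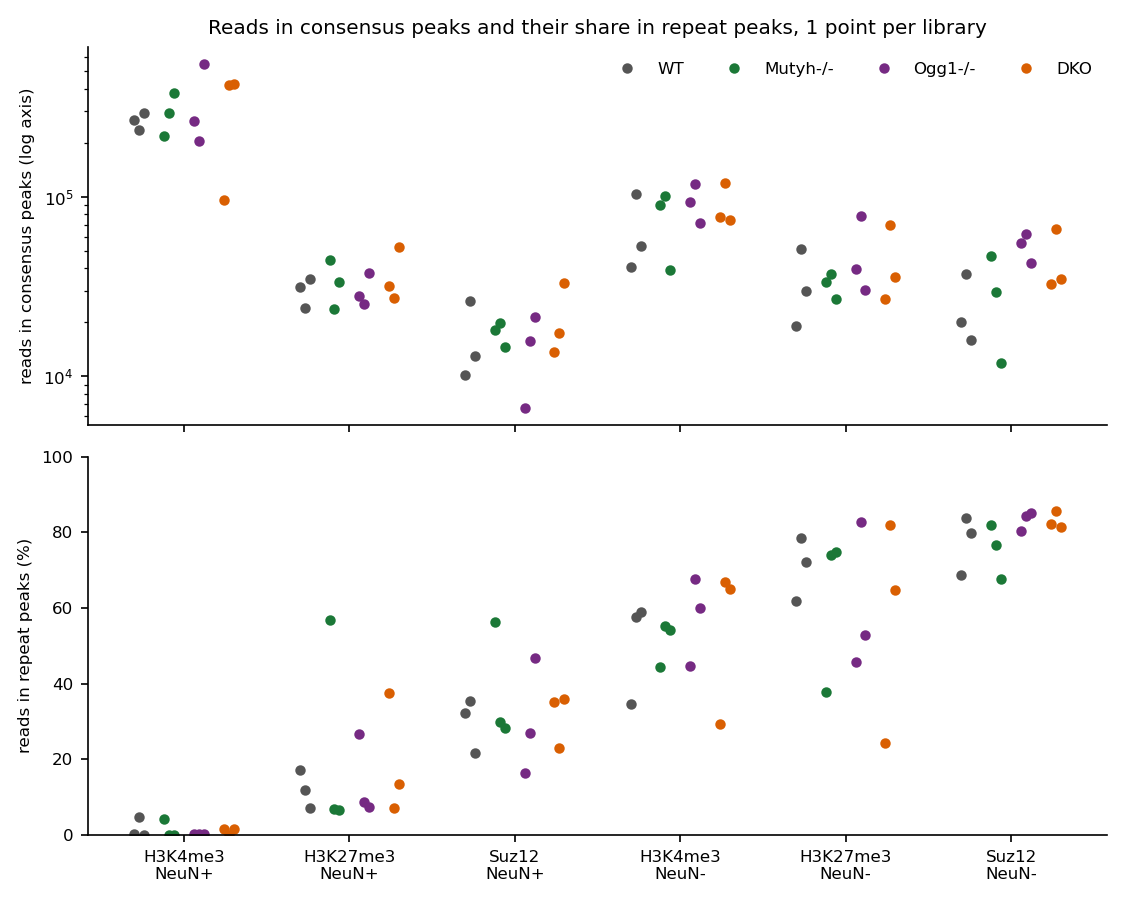
Reads in consensus peaks (log axis, upper panel) and the percent of them in repeat peaks (lower panel), 1 point per library, by table and genotype. Reads in peaks ranged from 6652 to 548706, and the repeat share reached 85.7% in Suz12 NeuN-.

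Whether libraries of one genotype were more alike than libraries of different genotypes was tested over all 15400 groupings of the 12 libraries of a table. The mean Spearman correlation over peaks within and between genotypes was 0.574 and 0.575 in H3K4me3 NeuN+, 0.260 and 0.257 in H3K27me3 NeuN+, 0.313 and 0.331 in Suz12 NeuN+, 0.197 and 0.195 in H3K4me3 NeuN-, 0.228 and 0.244 in H3K27me3 NeuN- and 0.467 and 0.439 in Suz12 NeuN-. The exact permutation p for a difference was 0.103 in Suz12 NeuN- and between 0.344 and 0.769 in the other tables, and 0.618 or more after adjustment over the 6 tables. Without the peaks in the lowest 25% of mean values, the correlations in H3K4me3 NeuN+ fell to 0.356 and 0.358.

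Whether a knockout changed the total signal was tested on the sum of recovered reads in peaks, without a correction for depth. The largest log2 ratio to WT was 1.13, in Suz12 NeuN-. There Ogg1-/- had 53330 ± 9636 (SD, n = 3) reads against 24368 ± 11161 (SD, n = 3) in WT. Most of these reads lay in repeat peaks, with 80.5%, 84.3% and 85.1% in Ogg1-/- and 68.6%, 83.8% and 79.7% in WT. With the authors' factors the log2 ratio was 1.16. The exact two-sided permutation p for the sums of reads was 0.1, the smallest that 3 against 3 libraries can give. After adjustment over the 18 contrasts, the exact p was 1 for each contrast. With 3 libraries against 3 and 18 contrasts, this test could not have called a change of any size, so it leaves changes in total signal open. In H3K4me3 NeuN+, the log2 ratio of Ogg1-/- to WT was 0.36, and it was -0.18 without Ogg1-/- replicate 3.

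DERs answer where the loss of a glycosylase went with a change of a mark. In NeuN+ nuclei, Mutyh-/-, Ogg1-/- and DKO had 115, 122 and 185 DERs for H3K4me3, 156, 158 and 139 for H3K27me3 and 40, 29 and 20 for Suz12. In NeuN- nuclei, they had 96, 110 and 75 for H3K4me3, 34, 71 and 39 for H3K27me3 and 12, 35 and 21 for Suz12. The choice of scaling moved the counts most for H3K4me3 NeuN+, where loess scaling gave 483, 503 and 716 and limma with TMM factors 472, 483 and 699. With the replicate block, the 40 Suz12 DERs of Mutyh-/- in NeuN+ nuclei became 103, and 37 DERs were shared between both fits. In that contrast the numbers were taken to pair the libraries. At an unadjusted p under 0.05, chance alone gives 5% of peaks, and the DERs were 0.911%, 0.966% and 1.47% of the peaks in H3K4me3 NeuN+. The share was above 5% in 3 of the 18 contrasts, with 5.16% for Mutyh-/- in Suz12 NeuN+, 11.2% for Ogg1-/- in Suz12 NeuN- and 6.73% for DKO in Suz12 NeuN-. For Mutyh-/- in Suz12 NeuN+, the share was 13.3% with the replicate block.

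**Figure D2:**
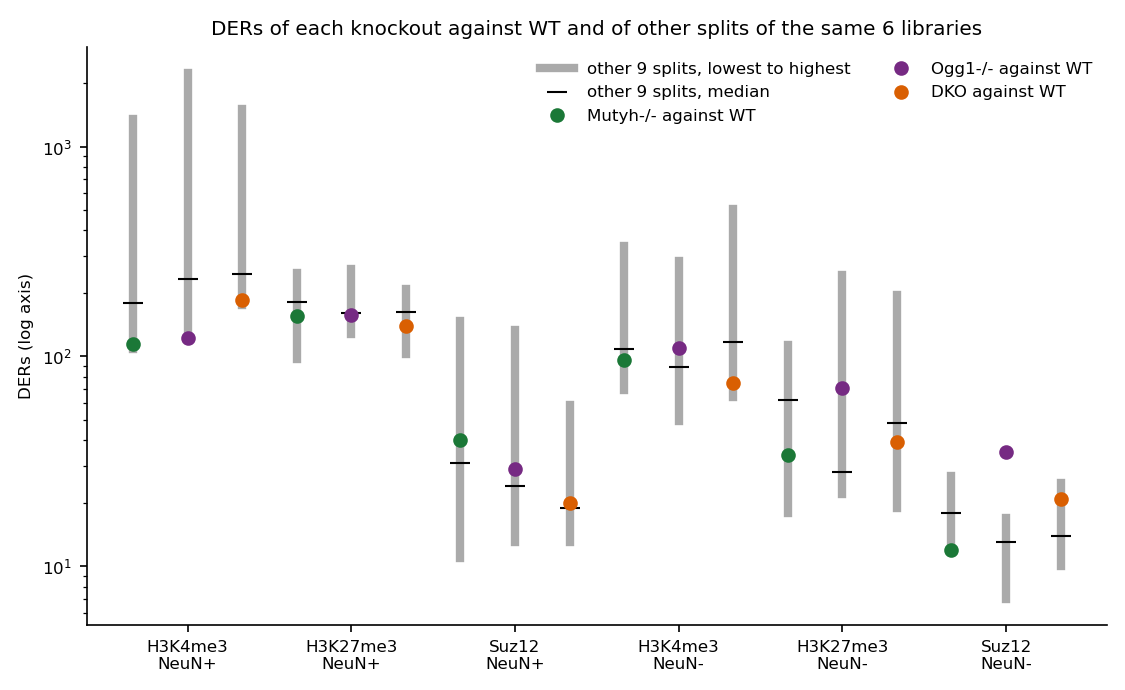
DERs (log axis) of each knockout against WT as points, with grey bars from the lowest to the highest count of the other 9 splits of the same 6 libraries and a line at their median. Ogg1-/- in Suz12 NeuN-, with 35 DERs, lies above its bar.

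The direction of the DERs is given with the shift of all peaks, since a shift of a whole library moves both. Of the DERs of Mutyh-/-, Ogg1-/- and DKO, 43, 95 and 61 were higher in the knockout in H3K4me3 NeuN+, 41, 61 and 70 in H3K27me3 NeuN+ and 15, 11 and 13 in Suz12 NeuN+. In NeuN- nuclei, 77, 95 and 49 were higher for H3K4me3, 29, 64 and 33 for H3K27me3 and 7, 26 and 13 for Suz12. The median log2 fold change of all peaks was -0.07, 0.08 and -0.02 in H3K4me3 NeuN+, -0.21, -0.11 and -0.01 in H3K27me3 NeuN+ and -0.63, -0.57 and -0.06 in Suz12 NeuN+. It was 0.22, 0.25 and 0.05 in H3K4me3 NeuN-, 0.29, 0.58 and 0.41 in H3K27me3 NeuN- and 0.14, 0.52 and 0.26 in Suz12 NeuN-. Leaving out 1 library gave medians from -0.01 to 0.50, from 0.002 to 0.54 and from -0.32 to 0.30 in H3K4me3 NeuN-. In H3K27me3 NeuN- they went from -0.22 to 0.57, from 0.28 to 1.12 and from 0.05 to 0.90.

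With TMM factors the medians lay between -0.11 and 0.28, and the higher DERs were 239 of 472, 237 of 483 and 296 of 699 in H3K4me3 NeuN+, 75 of 201, 82 of 185 and 75 of 155 in H3K27me3 NeuN+ and 22 of 39, 18 of 33 and 17 of 20 in Suz12 NeuN+. In NeuN- nuclei they were 87 of 156, 90 of 167 and 93 of 178 for H3K4me3, 44 of 80, 58 of 75 and 39 of 53 for H3K27me3 and 7 of 13, 14 of 29 and 12 of 23 for Suz12. With loess scaling, 112 of 207 DERs of Mutyh-/- and 111 of 208 of Ogg1-/- were higher in H3K27me3 NeuN+, 21 of 70 of Ogg1-/- and 28 of 71 of DKO in H3K27me3 NeuN- and 12 of 31 of Ogg1-/- in Suz12 NeuN-. Under edgeR with total reads as library size, 32 of 51, 15 of 66 and 19 of 52 DERs of the 3 knockouts were higher in H3K4me3 NeuN-. In Suz12 NeuN- they were 9 of 16, 3 of 40 and 4 of 23. Under edgeR with the authors' factors, the prevailing direction differed from limma for DKO in H3K4me3 NeuN+ (82 of 123 higher) and Suz12 NeuN+ (8 of 17). It was the same in the other contrasts. In several contrasts, the prevailing direction therefore depended on the scaling or the test. With the replicate block and the authors' factors, 16 of the 103 Suz12 DERs of Mutyh-/- in NeuN+ nuclei were higher.

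**Figure D3:**
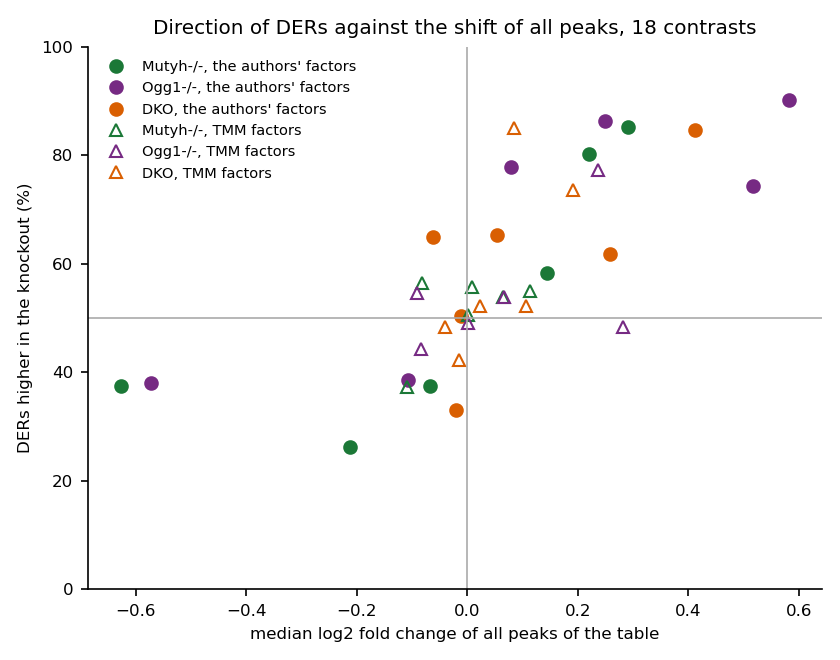
Percent of DERs that were higher in the knockout against the median log2 fold change of all peaks, for the 18 contrasts. Filled points use the authors' factors and span medians from -0.63 to 0.58, and open triangles use TMM factors and span medians from -0.11 to 0.28.

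At an adjusted p under 0.05, limma called 5 peaks for Mutyh-/- and 2 for Ogg1-/- in H3K27me3 NeuN+, 1 for Mutyh-/- in Suz12 NeuN+, and 4, 2 and 1 for Mutyh-/-, Ogg1-/- and DKO in H3K4me3 NeuN-. It called 0 in the other 12 contrasts, which had 12 to 185 peaks at an unadjusted p under 0.05. The 7 calls in H3K27me3 NeuN+ did not hold against the spread between replicates. They lay at 5 peaks whose own SD on the log2 scale was 4.73 to 8.94 times the SD that limma took from the trend, and robust empirical Bayes gave them adjusted p of 0.980 or more and called 0 peaks, with 157 and 154 at an unadjusted p under 0.05. Robust empirical Bayes called 1 peak for each knockout in H3K4me3 NeuN- and 1 for Mutyh-/- in Suz12 NeuN+.

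The targeted genes come first among the named genes. Mutyh had no consensus peak. The H3K4me3 peak at the Ogg1 promoter in NeuN+ nuclei (chromosome 6, 113326823 to 113327223) had 10.7 ± 4.79 (SD, n = 3) normalised reads in WT, 13.2 ± 2.06 (SD, n = 3) in Mutyh-/-, 12.6 ± 5.94 (SD, n = 3) in Ogg1-/- and 6.59 ± 7.32 (SD, n = 3) in DKO. The limma F test over the genotypes gave p 0.189. Of the 13 genes of the list, 12 had a peak, with 38 peaks in all. Adjusted over the list alone, 0 of these peaks differed between genotypes, and 0 differed over all peaks tested, with 0 at an unadjusted F p under 0.05. The smallest p of a single contrast in limma was 0.0158, for Glis1 H3K4me3 in NeuN+ nuclei of Ogg1-/-, with a log2 fold change of 1.14 and an adjusted p of 1.00 over all peaks.

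In H3K4me3 NeuN-, 3 peaks met the rule for named peaks. A peak in intron 1 of 8 of Fbxw4 (chromosome 19, 45649970 to 45650370) had 4.20 ± 7.28 (SD, n = 3) normalised reads in WT and 34.1 ± 3.30 (SD, n = 3) in Mutyh-/-, with a log2 fold change of 3.87 (SE 0.66) and a limma adjusted p of 0.000514. This peak is masked as repeat over 67.3% of its bases, and the WT libraries had 0 to 16 reads. It was also called in Ogg1-/- (3.29, limma adjusted p 0.00763) and DKO (3.56, limma adjusted p 0.00328). Over 14 alternatives the adjusted p for Mutyh-/- ranged from 1.40e-05 to 0.999 and was under 0.05 in 4 of them, and it was under 0.05 in all 6 fits that left out a library.

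A distal intergenic peak annotated to Axin2 (chromosome 11, 109011768 to 109012168) had 36.6 ± 17.5 (SD, n = 3) normalised reads in WT and 126 ± 25.9 (SD, n = 3) in Ogg1-/-, with a log2 fold change of 1.83 (SE 0.35) and a limma adjusted p of 0.00470. It was also called in Mutyh-/- (1.59, limma adjusted p 0.0214). For Ogg1-/- the adjusted p ranged from 4.64e-06 to 1.00 over 15 alternatives and was under 0.05 in 6. It was not under 0.05 without Ogg1-/- replicate 1 (log2 fold change 1.68) or WT replicate 3 (1.60). A peak 1 to 2 kb from the start of Aida (chromosome 1, 183299079 to 183299479) had 49.2 ± 19.8 (SD, n = 3) in WT and 158 ± 50.6 (SD, n = 3) in Mutyh-/-, with a log2 fold change of 1.68 (SE 0.35) and a limma adjusted p of 0.0167. The adjusted p ranged from 0.00382 to 0.999 over 15 alternatives, was under 0.05 in 3, and was under 0.05 in 2 of the 6 fits that left out a library. Robust empirical Bayes gave adjusted p of 0.102 for Axin2 and 0.215 for Aida. The fourth call in Mutyh-/-, at Kctd16 (chromosome 18, log2 fold change 1.73, limma adjusted p 0.0289), falls outside the rule and was chosen after its values were seen.

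**Figure D4:**
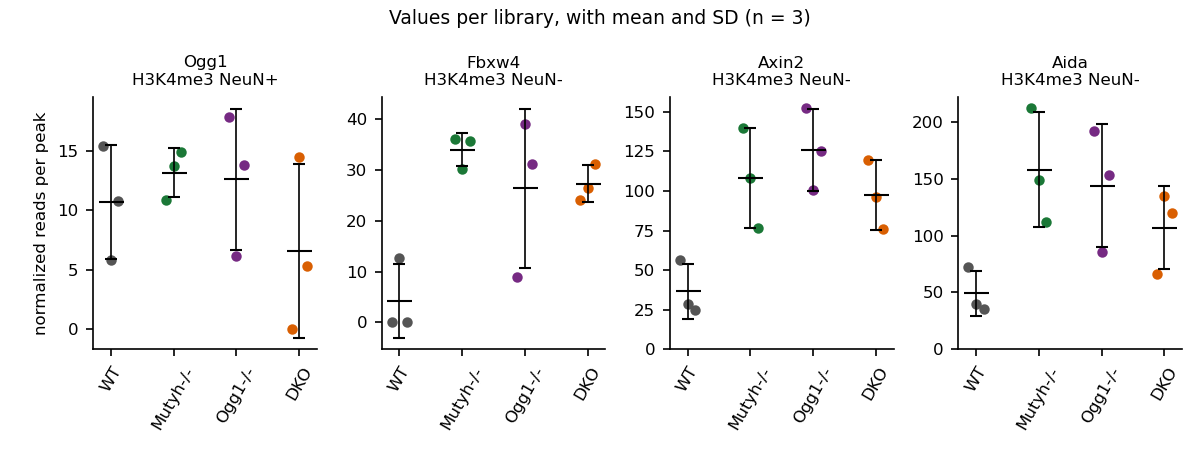
Normalised reads per library at the H3K4me3 peaks of Ogg1 (NeuN+), Fbxw4, Axin2 and Aida (NeuN-), with the mean and SD (n = 3) of each genotype. At Axin2, WT had 36.6 ± 17.5 and Ogg1-/- 126 ± 25.9 (SD, n = 3).

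In Suz12 NeuN+, a distal intergenic peak annotated to Mir101c (chromosome 9, 3035854 to 3036254) had 26.8 ± 3.46 (SD, n = 3) normalised reads in WT and 0 reads in each of the 3 Mutyh-/- libraries, which is at least 9.33-fold lower. The limma adjusted p was 0.0420 and ranged from 0.0191 to 0.988 over 14 alternatives, with 5 under 0.05. In DKO, which also lacks Mutyh, the libraries had 0, 22 and 24 reads, and in Ogg1-/- 13, 3 and 70. For Mutyh-/- the adjusted p was 0.134 with the replicate block, and between 0.0822 and 0.346 in the 6 fits that left out a library. This peak is masked over 94.0% of its bases.

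No peak met the rule in the other 4 tables, where the peak with the smallest p is given. In H3K27me3 NeuN+ it was the chromosome 2 peak annotated to Lrrc4c, with 1326 ± 1451 (SD, n = 3) in WT and 7096 ± 12290 (SD, n = 3) in Mutyh-/-. The Mutyh-/- libraries had 21287, 0 and 0, so the log2 fold change of -4.42 had a sign opposite to that of the means, and it was positive in the edgeR and DESeq2 fits. Its SE was 0.59 in the limma fit and 5.25 from the spread of the peak itself. Its limma adjusted p of 2.16e-10 became 0.999 with robust empirical Bayes, and ranged from 2.85e-20 to 1 over 14 alternatives, with 1 past the threshold. Of the 6 fits that left out a library, 4 were past the threshold. Their log2 fold changes ranged from -9.21 without Mutyh-/- replicate 1 to -2.02 without Mutyh-/- replicate 3 over the 6 fits. The other calls in this table, at Gm5458, Chl1, 4933422A05Rik and a second peak annotated to Lrrc4c, were chosen after their values were seen. They had log2 fold changes from -4.25 to -3.06 in Mutyh-/-.

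In H3K4me3 NeuN+, a peak in intron 1 of 4 of Filip1l (chromosome 16, 57391363 to 57391763) rose from 17.5 ± 9.64 (SD, n = 3) in WT to 65.2 ± 35.0 (SD, n = 3) in DKO, with a limma p of 0.00114 and an adjusted p of 1.00, which was under 0.05 in 0 of 15 alternatives. In H3K27me3 NeuN-, a distal intergenic peak annotated to Tmem125 (chromosome 4, 118548132 to 118548532) had 13.8 ± 6.29 (SD, n = 3) in WT and 0 reads in the 3 DKO libraries, at least 4.70-fold lower, with a limma adjusted p of 1. Over 15 alternatives its adjusted p ranged from 0.000902 to 0.999 and was under 0.05 in 5, and it was 0.637 or more in the 6 fits that left out a library. In Suz12 NeuN-, the second peak annotated to Lrrc4c (chromosome 2, 98662501 to 98662901) had 742 ± 557 (SD, n = 3) in WT and 2507 ± 724 (SD, n = 3) in Ogg1-/-. Its limma adjusted p was 0.0735, with a range from 0.0360 to 0.864 over 15 alternatives, under 0.05 in 1. It was under 0.05 in 1 of the 6 fits that left out a library.

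The 4 genotypes allow a test of whether the DKO departed from the sum of the single knockouts. Non-additive effects were called at 4 peaks in H3K27me3 NeuN+, the peaks annotated to Lrrc4c (98662501 and 98666960), Chl1 and 4933422A05Rik, and at 0 peaks with robust empirical Bayes. The count was 0 in the other 5 tables. At an unadjusted p under 0.05 there were 106, 162 and 40 peaks for H3K4me3, H3K27me3 and Suz12 in NeuN+ nuclei and 99, 42 and 17 in NeuN- nuclei.

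Whether knockouts acted differently in neurons and non-neuronal cells was tested over 3000 H3K4me3, 249 H3K27me3 and 172 Suz12 peaks present in both fractions. At an adjusted p under 0.05, 0 peaks differed for any knockout and antibody. At an unadjusted p under 0.05, Mutyh-/-, Ogg1-/- and DKO had 69, 54 and 54 peaks for H3K4me3, 5, 6 and 2 for H3K27me3 and 7, 14 and 8 for Suz12. The fit has no term for nuclei that both fractions may share through a pool of animals, and with same-numbered libraries as pairs the count was again 0, with 1 to 48 peaks at an unadjusted p under 0.05. DESeq2 moved this result most, with 13 H3K4me3 peaks for Ogg1-/-. For the mean log2 change of a table, an unpaired exact permutation test between fractions gave p from 0.1 to 0.795 and adjusted p from 0.733 to 0.795. By replicate number, the change in NeuN+ minus that in NeuN- nuclei was -1.51, -0.08 and -0.55 for Suz12 in Mutyh-/- and -1.38, -0.62 and -0.84 in Ogg1-/-, and had both signs in the other 7 combinations. Random signs would give one sign in 2.25 of the 9. An exact test of 3 pairs cannot give a p below 0.25, so a difference between fractions stays open.

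Some DERs were shared between knockouts. In H3K4me3, H3K27me3 and Suz12, 41 of 370, 55 of 388 and 12 of 74 DERs belonged to at least 2 knockouts in NeuN+ nuclei, and 55 of 210, 21 of 119 and 9 of 56 in NeuN- nuclei. These shares were 11.1%, 14.2% and 16.2%, and 26.2%, 17.6% and 16.1%. In the simulated sets, all groups were unchanged and the knockouts shared a simulated WT group. Their median shares were 9.28%, 15.9% and 14.6%, and 11.8%, 11.8% and 17.3%. These sets had a median of 1040.5, 462.5 and 66 DERs, and 362, 168 and 37. Shares at equal numbers of DERs were not compared. A share as large occurred in 41, 55 and 43 of the 100 simulations, and in 12, 30 and 53. Shared DERs changed in the same direction in 100% of cases, as did the median simulation. With limma and TMM factors, 216 DERs were shared in H3K4me3 NeuN+, and with the replicate block 36 in Suz12 NeuN+.

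The study asked whether changed regions lie at PRC2 targets. It tested an external list of PRC2 target genes for each knockout. Suz12 peaks of this series were used here, for the union of the DERs of the 3 knockouts. In NeuN- nuclei, 98 of the 312 Suz12 peaks were repeat peaks and 17.9% lay at promoters. The odds ratios below are therefore not a test of that list. Suz12 peaks overlapped 27 of 370 DERs and 208 of 12258 other peaks in H3K4me3 NeuN+ (odds ratio 4.56, 95% interval 2.89 to 6.94, adjusted p 2.46e-09). In H3K27me3 NeuN+, the overlap was 33 of 388 against 159 of 3744 (2.10, 1.37 to 3.12, adjusted p 0.000688), and in H3K27me3 NeuN- it was 13 of 119 against 60 of 1579 (3.102, 1.51 to 5.94, adjusted p 0.00119). In H3K4me3 NeuN-, Suz12 peaks overlapped 41 of 210 DERs, 34 of them higher in the knockout, and 72 of 3060 other peaks (10.1, 6.47 to 15.5, adjusted p 2.46e-21). These Fisher's exact tests treat peaks as independent, and regroupings of the libraries that ignore the genotype had a median odds ratio of 1.66 in H3K4me3 NeuN+, 2.06 in H3K27me3 NeuN+, 3.20 in H3K4me3 NeuN- and 3.38 in H3K27me3 NeuN-. The odds ratio in H3K4me3 NeuN- was 2.88 with TMM factors in limma and 1.59 (0.876 to 2.72) in DESeq2, which moved it most. In H3K27me3 NeuN+ it was 0.845 with the authors' factors in edgeR, a reversed direction, and it was not past the threshold under 5 alternatives. In H3K4me3 NeuN+ it was 1.43 with TMM factors in limma. In H3K27me3 NeuN- it was 1.14 in DESeq2 and 2.12 with total-read scaling in edgeR, which lost the threshold, unlike the other alternatives. Leaving out 1 library moved it between 2.24 (Ogg1-/- replicate 3) and 5.61 in H3K4me3 NeuN+, 1.77 and 2.37 in H3K27me3 NeuN+, 5.30 (WT replicate 1) and 12.2 in H3K4me3 NeuN- and 2.61 and 5.11 in H3K27me3 NeuN-, and none of these fits lost the threshold.

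**Figure D5:**
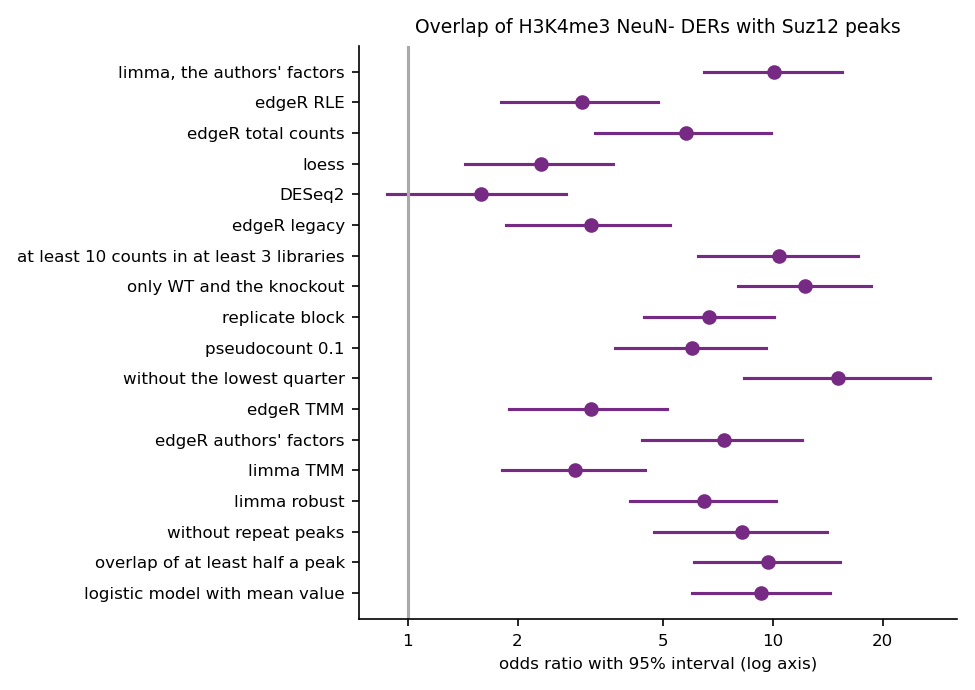
Odds ratio (log axis) with 95% interval that H3K4me3 NeuN- DERs overlap Suz12 peaks, with limma on the authors' factors at the top and the alternatives under it. It was 10.1 with the authors' factors, and the interval included 1 in DESeq2 (1.59).

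DERs lay less often at promoters than the other peaks in 4 tables with the authors' factors. Promoters held 86.2% of DERs and 93.4% of the other peaks in H3K4me3 NeuN+ (odds ratio 0.440, adjusted p 4.38e-06), 35.1% and 63.5% in Suz12 NeuN+ (0.312, adjusted p 8.44e-06), 78.1% and 94.5% in H3K4me3 NeuN- (0.209, adjusted p 1.62e-13) and 36.1% and 48.6% in H3K27me3 NeuN- (0.599, adjusted p 0.0150). The shares were 26.03% and 26.5% in H3K27me3 NeuN+ (0.974, adjusted p 0.856) and 19.6% and 17.6% in Suz12 NeuN- (1.15, adjusted p 0.844). With the replicate block the odds ratio in Suz12 NeuN+ reversed to 1.09, and regroupings that ignore the genotype had a median odds ratio of 0.433 there. Total-read scaling in edgeR moved the odds ratio in Suz12 NeuN- most, to 4.37. In H3K4me3 NeuN+ it was 0.962 with limma and TMM factors.

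The study relates the redistribution of Suz12 to H3K27me3. Across 191 overlapping peaks in NeuN+ nuclei, the Pearson correlation of the log2 fold changes of both antibodies was -0.0371, 0.166 and 0.0606 for Mutyh-/-, Ogg1-/- and DKO, and across 71 peaks in NeuN- nuclei it was 0.324, -0.0374 and 0.0512. The Spearman correlations were 0.0760, 0.238 and 0.0808, and 0.365, -0.0484 and 0.0183. These are correlations across peaks, which are not independent replicates. Restricting to peaks with at least 10 reads in at least 3 libraries moved the value of Mutyh-/- in NeuN- nuclei to 0.493.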

Values the study reported

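The study reports 15,897 H3K4me3 consensus peaks (12627 in NeuN+ and 3270 in NeuN- nuclei), 5827 H3K27me3 peaks (4131 and 1696) and 1087 Suz12 peaks (775 and 312). It reports, on average over the knockouts in both cell types, 866 DERs for H3K4me3, 342 for H3K27me3 and 59 for Suz12.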

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

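Results were recomputed under 19 alternatives and with each library of a contrast left out in turn. The alternatives chosen after seeing the data were edgeR with TMM factors, edgeR with the authors' library factors, limma with TMM factors, limma with robust empirical Bayes, fits without repeat peaks, sums of the authors' normalized values, the filters on the agreement of replicates and the block over both fractions. The others were named before the data were examined, except that loess had been named as offsets for the count test and was run as cyclic loess, because the test was limma. Over 150 results and 3227 refits, 2736 kept their direction and their side of the threshold or moved by less than the stated margin, which was 1.5 times for a count and 1 SD between replicates for a value without a test. A further 370 counts or values moved by more, 82 lost their threshold, 16 gained it and 23 changed direction. At the 8 single peaks chosen by rule, 68 of these refits lost or gained the threshold: 61 weaker and 7 stronger. The cause was not tested for any change below, except for robust empirical Bayes and where fewer peaks or fewer libraries entered the fit by construction. Values are listed only for results that changed by these margins, and the 3 knockouts are in the order Mutyh-/-, Ogg1-/- and DKO.

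Under edgeR's quasi-likelihood test with RLE factors on the recovered reads, DERs numbered 492, 505 and 514 for the 3 knockouts in H3K4me3 NeuN+, 130 for DKO in H3K4me3 NeuN-, 83 and 62 for Mutyh-/- and DKO in H3K27me3 NeuN- and 19 for Mutyh-/- in Suz12 NeuN-. RLE scaling took the count of peaks with an adjusted p under 0.05 to 0 for Mutyh-/- and Ogg1-/- in H3K27me3 NeuN+, for Mutyh-/- in Suz12 NeuN+ and for the 3 knockouts in H3K4me3 NeuN- and 1 for DKO in H3K27me3 NeuN-. Where 0 remained (17 contrasts), unadjusted counts ran from 19 to 514. The count of peaks with a non-additive DKO effect was 0 in H3K27me3 NeuN+, and shared DERs came to 216 in H3K4me3 NeuN+, 42 in H3K27me3 NeuN- and 16 in Suz12 NeuN-. RLE scaling further moved odds ratios at promoters to 0.773, now past the threshold, in H3K27me3 NeuN+ and 3.04, now past the threshold, in Suz12 NeuN-, and H3K27me3 and Suz12 correlations to 0.113 for Mutyh-/- NeuN+, 0.107 for Mutyh-/- NeuN- and 0.194 for Ogg1-/- NeuN-.

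Under edgeR with the total reads in peaks as library size, DERs numbered 474, 494 and 508 for the 3 knockouts in H3K4me3 NeuN+ and 51 and 66 for Mutyh-/- and Ogg1-/- in H3K4me3 NeuN-. Total-read scaling took the count of peaks with an adjusted p under 0.05 to 0 for Mutyh-/- and Ogg1-/- in H3K27me3 NeuN+, for Mutyh-/- in Suz12 NeuN+ and for the 3 knockouts in H3K4me3 NeuN-. The 18 contrasts at 0 had 16 to 508 peaks at an unadjusted p under 0.05. The non-additive test called 0 in H3K27me3 NeuN+, and DERs of at least 2 knockouts came to 213 in H3K4me3 NeuN+, 27 in H3K4me3 NeuN-, 45 in H3K27me3 NeuN- and 19 in Suz12 NeuN-. Total-read scaling further moved odds ratios at Suz12 peaks to 1.02 in H3K27me3 NeuN+ and 2.12 in H3K27me3 NeuN-, and odds ratios at promoters to 0.736, now past the threshold, in H3K27me3 NeuN+ and 4.37, now past the threshold, in Suz12 NeuN-, and H3K27me3 and Suz12 correlations to 0.0851 for Mutyh-/- NeuN-.

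Under edgeR's older quasi-likelihood dispersions with TMM factors, DERs numbered 506, 501 and 490 for the 3 knockouts in H3K4me3 NeuN+ and 73 and 66 for Mutyh-/- and DKO in H3K27me3 NeuN-. That fit took the count of peaks with an adjusted p under 0.05 to 0 for Ogg1-/- in H3K27me3 NeuN+, for Mutyh-/- in Suz12 NeuN+ and for the 3 knockouts in H3K4me3 NeuN-, 1 for Mutyh-/- in H3K27me3 NeuN+ and for DKO in H3K27me3 NeuN- and 2 for DKO in Suz12 NeuN-. Unadjusted, the 15 contrasts at 0 had 14 to 506 peaks. The count for a non-additive DKO effect was 1 in H3K27me3 NeuN+ and 2 in Suz12 NeuN-, and shared DERs numbered 222 in H3K4me3 NeuN+, 50 in H3K27me3 NeuN- and 14 in Suz12 NeuN-. That fit further moved odds ratios at promoters to 0.795 in H3K4me3 NeuN+, and H3K27me3 and Suz12 correlations to 0.084 for Mutyh-/- NeuN+, 0.0993 for Mutyh-/- NeuN- and 0.181 for Ogg1-/- NeuN-.

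Under DESeq2 on the recovered reads, DERs numbered 391, 396 and 367 for the 3 knockouts in H3K4me3 NeuN+, 50 for Ogg1-/- in Suz12 NeuN+, 151 for DKO in H3K4me3 NeuN- and 108 and 70 for Mutyh-/- and DKO in H3K27me3 NeuN-. Its Wald test took the count of peaks with an adjusted p under 0.05 to 0 for Mutyh-/- and Ogg1-/- in H3K27me3 NeuN+ and for the 3 knockouts in H3K4me3 NeuN-, 1 for Ogg1-/- in Suz12 NeuN+, for DKO in H3K27me3 NeuN- and for DKO in Suz12 NeuN-, 2 for Mutyh-/- in Suz12 NeuN+ and 6 for Ogg1-/- in H3K4me3 NeuN+. Where 0 remained (13 contrasts), unadjusted counts ran from 18 to 391. The count of peaks with a non-additive DKO effect was 0 in H3K27me3 NeuN+ and 2 in Suz12 NeuN+, the difference between fractions was called at 13 for Ogg1-/- H3K4me3, 1 for DKO H3K4me3, 2 for Mutyh-/- Suz12 and 1 for Ogg1-/- Suz12, and shared DERs came to 157 in H3K4me3 NeuN+, 21 in Suz12 NeuN+, 50 in H3K27me3 NeuN- and 14 in Suz12 NeuN-. Its Wald test further moved odds ratios at Suz12 peaks to 1.3 in H3K27me3 NeuN+, 1.59 in H3K4me3 NeuN- and 1.14 in H3K27me3 NeuN-, and odds ratios at promoters to 0.711 in H3K4me3 NeuN-, 0.735 in H3K27me3 NeuN- and 3.38, now past the threshold, in Suz12 NeuN-, and H3K27me3 and Suz12 correlations to 0.139 for Mutyh-/- NeuN+, 0.164 for Mutyh-/- NeuN- and 0.183 for Ogg1-/- NeuN-.

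Under edgeR with TMM factors on the recovered reads, chosen after seeing the data, DERs numbered 492, 502 and 516 for the 3 knockouts in H3K4me3 NeuN+, 128 for DKO in H3K4me3 NeuN-, 79 and 61 for Mutyh-/- and DKO in H3K27me3 NeuN- and 23 for Ogg1-/- in Suz12 NeuN-. This edgeR fit took the count of peaks with an adjusted p under 0.05 to 0 for Mutyh-/- and Ogg1-/- in H3K27me3 NeuN+, for Mutyh-/- in Suz12 NeuN+ and for the 3 knockouts in H3K4me3 NeuN- and 1 for DKO in H3K27me3 NeuN-. The 17 contrasts at 0 had 16 to 516 peaks at an unadjusted p under 0.05. The non-additive test called 0 in H3K27me3 NeuN+, and DERs of at least 2 knockouts came to 212 in H3K4me3 NeuN+, 45 in H3K27me3 NeuN- and 16 in Suz12 NeuN-. This edgeR fit further moved odds ratios at Suz12 peaks to 1.3 in H3K27me3 NeuN+, and odds ratios at promoters to 3.38, now past the threshold, in Suz12 NeuN-, and H3K27me3 and Suz12 correlations to 0.0857 for Mutyh-/- NeuN+, 0.112 for Mutyh-/- NeuN- and 0.181 for Ogg1-/- NeuN-.

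Under edgeR with the authors' library factors, chosen after seeing the data, DERs numbered 186 and 123 for Ogg1-/- and DKO in H3K4me3 NeuN+, 71 for Ogg1-/- in H3K4me3 NeuN- and 69 for Mutyh-/- in H3K27me3 NeuN-. Those factors took the count of peaks with an adjusted p under 0.05 to 0 for Mutyh-/- and Ogg1-/- in H3K27me3 NeuN+ and for the 3 knockouts in H3K4me3 NeuN- and 9 for Ogg1-/- in H3K4me3 NeuN+. Unadjusted, the 16 contrasts at 0 had 13 to 158 peaks. The count for a non-additive DKO effect was 7 in H3K4me3 NeuN+, 0 in H3K27me3 NeuN+ and 2 in Suz12 NeuN+, and shared DERs numbered 54 in H3K27me3 NeuN- and 16 in Suz12 NeuN-. Those factors further moved odds ratios at Suz12 peaks to 0.845, reversed, in H3K27me3 NeuN+, and odds ratios at promoters to 0.66, now past the threshold, in H3K27me3 NeuN+ and 2.16, now past the threshold, in Suz12 NeuN-, and H3K27me3 and Suz12 correlations to 0.0834 for Mutyh-/- NeuN-.

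Under limma with TMM factors, chosen after seeing the data, DERs numbered 472, 483 and 699 for the 3 knockouts in H3K4me3 NeuN+, 156, 167 and 178 for the 3 knockouts in H3K4me3 NeuN- and 80 for Mutyh-/- in H3K27me3 NeuN-. TMM scaling in limma took the count of peaks with an adjusted p under 0.05 to 0 for Mutyh-/- and Ogg1-/- in H3K27me3 NeuN+, for Mutyh-/- in Suz12 NeuN+ and for Mutyh-/- and DKO in H3K4me3 NeuN- and 1 for Ogg1-/- in H3K4me3 NeuN-. Where 0 remained (17 contrasts), unadjusted counts ran from 13 to 703. The count of peaks with a non-additive DKO effect was 0 in H3K27me3 NeuN+, and shared DERs came to 216 in H3K4me3 NeuN+, 84 in H3K4me3 NeuN- and 34 in H3K27me3 NeuN-. TMM scaling in limma further moved odds ratios at Suz12 peaks to 1.43 in H3K4me3 NeuN+, and odds ratios at promoters to 0.962 in H3K4me3 NeuN+.

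Under limma with robust empirical Bayes, chosen after seeing the data, no count of DERs moved by over 1.5 times. Robust empirical Bayes took the count of peaks with an adjusted p under 0.05 to 0 for Mutyh-/- and Ogg1-/- in H3K27me3 NeuN+ and 1 for Mutyh-/- and Ogg1-/- in H3K4me3 NeuN-. The 14 contrasts at 0 had 11 to 157 peaks at an unadjusted p under 0.05. The non-additive test called 0 in H3K27me3 NeuN+.

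Under limma after cyclic loess between libraries, DERs numbered 483, 503 and 716 for the 3 knockouts in H3K4me3 NeuN+, 52 for Ogg1-/- in Suz12 NeuN+, 175, 175 and 175 for the 3 knockouts in H3K4me3 NeuN- and 91 and 71 for Mutyh-/- and DKO in H3K27me3 NeuN-. Loess scaling took the count of peaks with an adjusted p under 0.05 to 0 for Mutyh-/- and Ogg1-/- in H3K27me3 NeuN+, for Mutyh-/- in Suz12 NeuN+ and for the 3 knockouts in H3K4me3 NeuN- and 1 for DKO in H3K27me3 NeuN-. Unadjusted, the 17 contrasts at 0 had 11 to 718 peaks. The count for a non-additive DKO effect was 0 in H3K27me3 NeuN+, the difference between fractions was called at 1 for Ogg1-/- Suz12, and shared DERs numbered 232 in H3K4me3 NeuN+, 88 in H3K27me3 NeuN+ and 86 in H3K4me3 NeuN-. Loess scaling further moved odds ratios at promoters to 0.991 in H3K4me3 NeuN+, 0.734 in H3K27me3 NeuN- and 3.19, now past the threshold, in Suz12 NeuN-.

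With only WT and the knockout in each fit, DERs numbered 193 and 93 for Mutyh-/- and DKO in H3K4me3 NeuN+ and 23 for Mutyh-/- in Suz12 NeuN+. The separate fits took the count of peaks with an adjusted p under 0.05 to 0 for Ogg1-/- in H3K27me3 NeuN+ and for Mutyh-/- in Suz12 NeuN+, 1 for Mutyh-/- and DKO in H3K27me3 NeuN+, 2 for Ogg1-/- in H3K4me3 NeuN+, 6 for DKO in H3K4me3 NeuN- and 7 for Ogg1-/- in H3K4me3 NeuN-. Where 0 remained (12 contrasts), unadjusted counts ran from 9 to 193. The separate fits further moved odds ratios at promoters to 1.11, reversed, in H3K27me3 NeuN+ and 0.66 in H3K27me3 NeuN-.

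With only peaks of at least 10 reads in at least 3 libraries, DERs numbered 48, 45 and 30 for the 3 knockouts in H3K27me3 NeuN+, 6 for DKO in Suz12 NeuN+, 6, 14 and 10 for the 3 knockouts in H3K27me3 NeuN- and 7, 20 and 6 for the 3 knockouts in Suz12 NeuN-. This read minimum took the count of peaks with an adjusted p under 0.05 to 0 for Mutyh-/- and Ogg1-/- in H3K27me3 NeuN+. The 14 contrasts at 0 had 6 to 178 peaks at an unadjusted p under 0.05. The non-additive test called 0 in H3K27me3 NeuN+, and DERs of at least 2 knockouts came to 11 in H3K27me3 NeuN+, 6 in H3K27me3 NeuN- and 4 in Suz12 NeuN-. This read minimum further moved odds ratios at promoters to 0.411 in H3K27me3 NeuN- and 0.485, reversed, in Suz12 NeuN-, and H3K27me3 and Suz12 correlations to 0.493 for Mutyh-/- NeuN-, and mean Spearman correlations within and between genotypes to 0.127 and 0.124 in H3K4me3 NeuN- and 0.561 and 0.54 in Suz12 NeuN-.

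Without the 25% of peaks with the lowest mean value, DERs numbered 68 and 72 for Mutyh-/- and Ogg1-/- in H3K4me3 NeuN+, 83 for DKO in H3K27me3 NeuN+, 18 and 4 for Ogg1-/- and DKO in Suz12 NeuN+, 68 and 43 for Ogg1-/- and DKO in H3K4me3 NeuN-, 22 and 46 for Mutyh-/- and Ogg1-/- in H3K27me3 NeuN- and 11 for DKO in Suz12 NeuN-. The higher-valued peaks took the count of peaks with an adjusted p under 0.05 to 0 for Mutyh-/- and Ogg1-/- in H3K27me3 NeuN+ and 1 for Mutyh-/- in H3K4me3 NeuN-. Unadjusted, the 14 contrasts at 0 had 4 to 130 peaks. The count for a non-additive DKO effect was 0 in H3K27me3 NeuN+, and shared DERs numbered 25 in H3K4me3 NeuN+, 34 in H3K27me3 NeuN+, 6 in Suz12 NeuN+, 34 in H3K4me3 NeuN- and 5 in Suz12 NeuN-. The higher-valued peaks further moved odds ratios at promoters to 1.03, reversed, in H3K27me3 NeuN+ and 0.75, reversed, in Suz12 NeuN-, and mean Spearman correlations within and between genotypes to 0.356 and 0.358 in H3K4me3 NeuN+, 0.194 and 0.192 in H3K27me3 NeuN+ and 0.0669 and 0.067 in H3K4me3 NeuN-.

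With a pseudocount of 0.1, DERs numbered 11 for DKO in Suz12 NeuN+. The smaller pseudocount took the count of peaks with an adjusted p under 0.05 to 0 for Mutyh-/- and Ogg1-/- in H3K27me3 NeuN+, for Mutyh-/- in Suz12 NeuN+ and for Mutyh-/- and DKO in H3K4me3 NeuN- and 1 for Ogg1-/- in H3K4me3 NeuN-. Where 0 remained (17 contrasts), unadjusted counts ran from 11 to 177. The count of peaks with a non-additive DKO effect was 0 in H3K27me3 NeuN+, and shared DERs came to 37 in H3K27me3 NeuN-. The smaller pseudocount further moved odds ratios at Suz12 peaks to 1.48 in H3K27me3 NeuN+, and odds ratios at promoters to 0.693 in H3K27me3 NeuN- and 0.723, reversed, in Suz12 NeuN-.

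Without repeat peaks, chosen after seeing the data, DERs numbered 7 and 20 for Mutyh-/- and Ogg1-/- in Suz12 NeuN-. The remaining peaks took the count of peaks with an adjusted p under 0.05 to 0 for Mutyh-/- in Suz12 NeuN+ and for Mutyh-/- and DKO in H3K4me3 NeuN-, 1 for Ogg1-/- in H3K27me3 NeuN+ and for Ogg1-/- in H3K4me3 NeuN- and 2 for Mutyh-/- in H3K27me3 NeuN+. The 15 contrasts at 0 had 7 to 184 peaks at an unadjusted p under 0.05. The non-additive test called 2 in H3K27me3 NeuN+. The remaining peaks further moved odds ratios at promoters to 1.04, reversed, in H3K27me3 NeuN+.

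The labels number the replicates 1 to 3 in each genotype. Apart from Mutyh-/- against WT in Suz12 NeuN+, where the numbers were taken to pair the libraries, each contrast had at least 1 of its 3 pair correlations at or under 0.1, with values from -0.101 to 0.285, and the numbers were not taken to pair their libraries. The numbers did go with the mean log2 value of a library. Number 1 was the lowest in all 4 genotypes in Suz12 NeuN+ and the highest in all 4 in H3K4me3 NeuN- and H3K27me3 NeuN-. Permuting the numbers within genotypes gave exact p, adjusted over the 6 tables, of 0.278, 0.0278 and 0.0278 for H3K4me3, H3K27me3 and Suz12 in NeuN+ nuclei and 0.0486, 0.0486 and 0.111 in NeuN- nuclei. A shared source or day behind a number is not in the labels and stays open. In the contrast taken as paired, the block changed the count of DERs and of peaks with an adjusted p under 0.05, the latter through the Mir101c peak. Through the DERs of all knockouts it also changed the shared DERs and the odds ratio at promoters in that table. Of the blocked DERs in Suz12 NeuN+, 14 of 98 were higher in Ogg1-/- and 24 of 38 in DKO. In H3K27me3 NeuN+ the block gave 5 calls for Mutyh-/- and 3 for Ogg1-/-, against 5 and 2 without it. With a replicate block in the fit, DERs numbered 242 for Mutyh-/- in H3K27me3 NeuN+, 103, 98 and 38 for the 3 knockouts in Suz12 NeuN+, 187, 180 and 146 for the 3 knockouts in H3K4me3 NeuN- and 83, 136 and 75 for the 3 knockouts in H3K27me3 NeuN-. The block took the count of peaks with an adjusted p under 0.05 to 0 for Mutyh-/- in Suz12 NeuN+, 1 for Mutyh-/- and Ogg1-/- in H3K27me3 NeuN-, 2 for DKO in H3K27me3 NeuN+, for DKO in H3K4me3 NeuN- and for Ogg1-/- in Suz12 NeuN-, 4 for Ogg1-/- in H3K4me3 NeuN- and 7 for Mutyh-/- in H3K4me3 NeuN-. Unadjusted, the 9 contrasts at 0 had 13 to 237 peaks. The count for a non-additive DKO effect was 1 in H3K4me3 NeuN-, and shared DERs numbered 36 in Suz12 NeuN+, 106 in H3K4me3 NeuN-, 53 in H3K27me3 NeuN- and 16 in Suz12 NeuN-. The block further moved odds ratios at promoters to 1.00, reversed, in H3K27me3 NeuN+, 1.09, reversed, in Suz12 NeuN+ and 0.945 in H3K27me3 NeuN-.

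Leaving out one library at a time left at least 2 libraries in each genotype. In H3K4me3 NeuN+, DERs ranged from 93 without Mutyh-/- replicate 1 to 279 without Mutyh-/- replicate 3 for Mutyh-/-, from 97 without Ogg1-/- replicate 1 to 411 without Ogg1-/- replicate 2 for Ogg1-/- and from 166 without DKO replicate 1 to 510 without DKO replicate 2 for DKO. In H3K27me3 NeuN+, DERs ranged from 131 without WT replicate 3 to 267 without Mutyh-/- replicate 3 for Mutyh-/-. In Suz12 NeuN+, DERs ranged from 17 without WT replicate 3 to 68 without Mutyh-/- replicate 2 for Mutyh-/-, from 18 without WT replicate 3 to 63 without Ogg1-/- replicate 2 for Ogg1-/- and from 6 without DKO replicate 3 to 27 without WT replicate 2 for DKO. In H3K4me3 NeuN-, DERs ranged from 62 without WT replicate 3 to 150 without WT replicate 1 for Mutyh-/-, from 66 without Ogg1-/- replicate 3 to 153 without WT replicate 2 for Ogg1-/- and from 64 without DKO replicate 2 to 231 without DKO replicate 1 for DKO. In H3K27me3 NeuN-, DERs ranged from 25 without WT replicate 2 to 66 without Mutyh-/- replicate 3 for Mutyh-/-, from 38 without Ogg1-/- replicate 1 to 175 without Ogg1-/- replicate 2 for Ogg1-/- and from 22 without DKO replicate 1 to 95 without DKO replicate 2 for DKO. In Suz12 NeuN-, DERs ranged from 23 without Ogg1-/- replicate 3 to 32 without WT replicate 2 for Ogg1-/-.

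H3K27me3 NeuN+ peaks with an adjusted p under 0.05 ranged from 0 without Mutyh-/- replicate 2 to 6 without WT replicate 3 for Mutyh-/-, from 0 without WT replicate 1 to 4 without Ogg1-/- replicate 1 for Ogg1-/- and from 0 to 2 without DKO replicate 3 for DKO. Suz12 NeuN+ peaks with an adjusted p under 0.05 ranged from 0 without Mutyh-/- replicate 1 to 2 without WT replicate 2 for Mutyh-/-, from 0 to 2 without WT replicate 2 for Ogg1-/- and from 0 to 1 without WT replicate 1 for DKO. H3K4me3 NeuN- peaks with an adjusted p under 0.05 ranged from 1 without Mutyh-/- replicate 1 to 4 without Mutyh-/- replicate 3 for Mutyh-/-, from 1 without Ogg1-/- replicate 1 to 5 without WT replicate 1 for Ogg1-/- and from 0 without DKO replicate 1 to 3 without WT replicate 3 for DKO. Suz12 NeuN- peaks with an adjusted p under 0.05 ranged from 0 to 1 without WT replicate 1 for Mutyh-/-, from 0 to 1 without WT replicate 2 for Ogg1-/- and from 0 to 1 without DKO replicate 3 for DKO.

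Peaks with a non-additive DKO effect ranged from 0 to 2 without DKO replicate 2 in H3K4me3 NeuN+, from 0 to 5 without DKO replicate 2 in H3K27me3 NeuN+, from 0 to 1 without DKO replicate 3 in Suz12 NeuN+, from 0 to 3 without WT replicate 1 in H3K4me3 NeuN-, from 0 to 1 without DKO replicate 1 in H3K27me3 NeuN- and from 0 to 1 without WT replicate 1 in Suz12 NeuN-. Shared DERs ranged from 22 without Ogg1-/- replicate 1 to 147 without WT replicate 1 in H3K4me3 NeuN+, from 5 without WT replicate 3 to 18 without WT replicate 1 in Suz12 NeuN+, from 38 without Ogg1-/- replicate 1 to 103 without WT replicate 1 in H3K4me3 NeuN-, from 9 without Ogg1-/- replicate 3 to 42 without DKO replicate 2 in H3K27me3 NeuN- and from 7 without DKO replicate 2 to 15 without Mutyh-/- replicate 3 in Suz12 NeuN-. The odds ratio at promoters ranged from 0.343 without Mutyh-/- replicate 1 to 0.736 without WT replicate 2 in H3K4me3 NeuN+, from 0.824 without WT replicate 3 to 1.363 without Ogg1-/- replicate 3 in H3K27me3 NeuN+, from 0.434 without Ogg1-/- replicate 1 to 0.842 without WT replicate 3 in H3K27me3 NeuN- and from 0.515 without WT replicate 1 to 1.4 without Ogg1-/- replicate 1 in Suz12 NeuN-. Correlations of H3K27me3 with Suz12 fold changes ranged from -0.0934 without WT replicate 2 to 0.139 without Mutyh-/- replicate 2 for Mutyh-/- NeuN+, from 0.0042 without Ogg1-/- replicate 1 to 0.262 without WT replicate 1 for Ogg1-/- NeuN+, from 0.0278 without WT replicate 2 to 0.265 without DKO replicate 2 for DKO NeuN+, from -0.0986 without Ogg1-/- replicate 2 to 0.249 without Ogg1-/- replicate 1 for Ogg1-/- NeuN- and from 0.00783 without DKO replicate 3 to 0.349 without DKO replicate 1 for DKO NeuN-. The log2 ratio of reads in peaks for Ogg1-/- in H3K4me3 NeuN+ ranged from -0.18 without Ogg1-/- replicate 3 to 0.62 without Ogg1-/- replicate 2.

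The log2 fold change at the chromosome 2 locus reversed from -4.42 under limma to 3.16 under edgeR with RLE factors, 1.91 under edgeR with total reads, 3.16 under DESeq2, 3.003 under edgeR with the older dispersions, 3.003 under edgeR with TMM factors and 2.42 under edgeR with the authors' factors. Its mean value in Mutyh-/- rose while its mean log2 value fell, since 2 of 3 libraries were at 0.

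No result changed when an overlap had to cover at least 50% of the smaller peak or when the odds ratio at Suz12 peaks came from a logistic model with the mean value, and the peak width where widths differed, as covariates. Restricting the Suz12 test to peaks with an adjusted p under 0.05 left 5 peaks in H3K27me3 NeuN+ and 4 in H3K4me3 NeuN-, each at a Suz12 peak, so that the odds ratio had only a lower 95% limit, of 19.1 and 18.8. H3K4me3 NeuN+ and H3K27me3 NeuN- had no such peak and no value. Robust empirical Bayes no longer called any of the 5 peaks in H3K27me3 NeuN+, which were masked over 33.9% to 97.0% of their bases. The limit of 19.1 therefore adds no support for an overlap. Of the 4 peaks in H3K4me3 NeuN-, that fit kept only the one at Fbxw4. The summed authors' values changed no call on reads in peaks. Peaks removed by a filter have no value under it, as for the Fbxw4, Mir101c and chromosome 2 peaks without repeat peaks.

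Simulated data show the limits of what could be called. On data simulated from each table's own means and library sizes, limma recovered 57% of changes with a log2 size of 2 at an adjusted p under 0.05 in H3K4me3 NeuN+, 14% in H3K4me3 NeuN- and from 0% to 1% in the other tables. In deeper simulations it recovered 84% to 100%. These also had a smaller spread between replicates, so depth alone was not tested. Of such differences between fractions at the tables' own depth, limma recovered from 0% to 1.61%. In H3K4me3 NeuN+, 5.50% of unchanged simulated peaks had an unadjusted p under 0.05, against 0.911% to 1.47% of the peaks of the real table, so the simulation does not match the residual spread of that table and 57% is not a measure of power there. In H3K4me3 NeuN- the shares were 5.50% and 2.29% to 3.36%, so 14% is not a measure of power there either. Counts of 0 therefore could not exclude changes of that size in any table.

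Both fractions can come from one pool of animals, and same-numbered libraries of a genotype were therefore also compared as pairs, a block over both fractions chosen after seeing the data. Over 12 pairs per antibody, correlations of their deviations from the genotype means exceeded 0.1 in 0 pairs for H3K4me3 and 1 each for H3K27me3 and Suz12. With this replicate block, 0 peaks differed between fractions for any knockout and antibody, with 1 to 48 at an unadjusted p under 0.05.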

Other observations

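Tests in this part were chosen after the result was seen, except the test around the targeted genes and the alternatives named before the data were examined. Those include DESeq2 and the logistic model with the mean value.

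Other splits of the libraries show how often a result as large arises when the genotypes are mixed. For 3 libraries against 3, there are 10 splits, so the share of splits as large cannot fall below 0.1. For DERs of Mutyh-/-, Ogg1-/- and DKO, 9, 10 and 9 of the 10 splits gave as many in H3K4me3 NeuN+, 8, 8 and 8 in H3K27me3 NeuN+ and 4, 5 and 5 in Suz12 NeuN+. In NeuN- nuclei, 6, 4 and 9 did for H3K4me3, 9, 4 and 6 for H3K27me3 and 10, 1 and 4 for Suz12. Only the 35 DERs of Ogg1-/- in Suz12 NeuN- were reached by no other split. For peaks with an adjusted p under 0.05, 10, 10 and 10 of the 10 splits gave as many in H3K4me3 NeuN+, 5, 8 and 10 in H3K27me3 NeuN+ and 5, 10 and 10 in Suz12 NeuN+. In NeuN- nuclei, 1, 1 and 5 did for H3K4me3, and all 10 for each knockout in H3K27me3 and Suz12, where the count was 0 with 12 to 71 peaks at an unadjusted p under 0.05. Where the count is 0, as in 12 of the 18 contrasts, every split gives as many by construction, and the splits show nothing. For DERs, at least 4 of the 10 splits gave as many in 17 of the 18 contrasts.

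In Suz12 NeuN+, where the replicate numbers were taken to pair the Mutyh-/- and WT libraries, 4 of the 10 splits part all the pairs. These 4 gave 11 to 40 DERs, and 1 of them, the real one, gave 40. The other 6 splits gave 13 to 147 DERs, and 3 of them gave at least 40. For peaks with an adjusted p under 0.05, 2 of the 4 and 3 of the 6 gave at least 1.

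Results over all 12 libraries of a table were set against 100 regroupings, the real one included. Non-additive DKO effects were as many in 100, 48 and 100 of them for H3K4me3, H3K27me3 and Suz12 in NeuN+ nuclei, and in 100, 100 and 100 in NeuN- nuclei. Only the count of 4 in H3K27me3 NeuN+ could have come out otherwise, since the other 5 counts were 0, with 17 to 106 peaks at an unadjusted p under 0.05. DERs shared by at least 2 knockouts were as many in 85, 80 and 51, and in 39, 45 and 32. The promoter odds ratio was as far from 1 in 9, 96 and 37, and in 2, 32 and 72. The odds ratio at Suz12 peaks was as far from 1 in 9 regroupings for H3K4me3 NeuN+, 46 for H3K27me3 NeuN+, 1 for H3K4me3 NeuN- and 59 for H3K27me3 NeuN-. For the difference between fractions, WT and knockout libraries were regrouped within each fraction. The counts were 0, so all 100 regroupings gave as many by construction for each antibody and knockout, which had 2 to 69 peaks at an unadjusted p under 0.05. The correlation of H3K27me3 and Suz12 fold changes was as large in 10, 5 and 8 of 10 splits for Mutyh-/-, Ogg1-/- and DKO in NeuN+ nuclei and in 2, 9 and 10 in NeuN- nuclei. Of these results with 100 regroupings, only the location of H3K4me3 NeuN- DERs, at Suz12 peaks and away from promoters, was reached by fewer than 5%.

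The 7 calls at an adjusted p under 0.05 in H3K27me3 NeuN+, 5 for Mutyh-/- and 2 for Ogg1-/-, may come from the way limma moderates variances. If so, the called peaks should spread more between replicates than the trend, and robust empirical Bayes should no longer call them. Their SD was 4.73 to 8.94 times that of the trend, and the smallest adjusted p among them under robust empirical Bayes was 0.980. The same fit kept the Fbxw4 peak of H3K4me3 NeuN- and the Mir101c peak of Suz12 NeuN+ (adjusted p 1.40e-05 and 0.0344), so it could have come out the other way. In the edgeR and DESeq2 fits these 2 contrasts had 0 calls, except 1 for Mutyh-/- with the older edgeR dispersions. A difference between genotypes at these peaks stays open.

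H3K4me3 NeuN- DERs lay at Suz12 peaks with an odds ratio of 10.1, and technical explanations were tested as the whole cause. The same 100 regroupings, which ignored the replicate number, had a median odds ratio of 3.20 without any correction. Each corrected value was therefore set against them. Without repeat peaks the odds ratio was 8.25, and with the mean value as a covariate 9.26, each reached by 1 of the 100, the real grouping. With GC content as a covariate it was 5.78 (3.25 to 10.3), reached by 3, while the median GC content was 44.4% both at the DERs at Suz12 peaks and at all 113 Suz12-overlapping peaks, 67.0% at all DERs and 70.3% at peaks that were not DERs. These values argue against repeats, signal and GC content as the whole cause. With TMM scaling it was 2.88 (1.82 to 4.48), as large in 33 of the 100, and with the log2 repeat reads of a library as a covariate 3.72 (2.41 to 5.66), as large in 24. With scaling, repeat reads, GC content, mean value and repeat share together it was 3.48 (1.85 to 6.55), as large in 8. In DESeq2 the odds ratio was 1.59 (0.876 to 2.72). Scaling and background could therefore be the whole cause. Over the 12 libraries, within genotypes, the mean signal at 74 Suz12-overlapping peaks outside repeats rose with the repeat reads (Pearson 0.644, exact permutation p 0.0509, Spearman 0.741, exact permutation p 0.0147, and Pearson 0.582 without 2 libraries). At the other peaks it fell (Pearson -0.675, exact permutation p 0.0517). A difference of enrichment between libraries and a change in the knockouts cannot be told apart, because the limma intervals over peaks lie above 1 after these corrections, while the DESeq2 interval includes 1 and regroupings of the libraries reach the corrected values.

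A knockout made in embryonic stem cells of another strain can carry DNA of that strain around the targeted gene, and such passenger DNA may yield DERs there. Within 10 Mb of Ogg1, the odds ratio for DERs was 2.87 (1.34 to 5.46) in Ogg1-/-, with 10 of 525 DERs. It was 2.63 in Mutyh-/-, which was not targeted there, and 1.83 in DKO. On the whole of chromosome 6 it was 1.05 in Ogg1-/-. Around Mutyh it was 1.40 in Mutyh-/-, 1.34 in Ogg1-/- and 1.79 in DKO. Since the 3 contrasts share the WT libraries and the strain of the cells is not in the labels, passenger DNA and other sources cannot be told apart.

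The median Suz12 log2 fold change in NeuN+ nuclei was -0.63 in Mutyh-/- and -0.57 in Ogg1-/-. Replicate 1 libraries with little enrichment might bring this about. Without replicate 1 of every genotype the medians were -0.33, -0.40 and 0.03 for Mutyh-/-, Ogg1-/- and DKO. For Mutyh-/- the median ranged from -0.97 without Mutyh-/- replicate 2 to -0.04 without Mutyh-/- replicate 1. For Ogg1-/- it ranged from -0.89 without WT replicate 1 to -0.10 without Ogg1-/- replicate 1. Number 1 had the lowest mean log2 value in all 4 genotypes. Against same-numbered WT libraries, which a low number 1 leaves unaffected as far as it is shared, the mean log2 value differed by -0.87, -0.29 and -0.34 in Mutyh-/- and by -0.75, -0.42 and -0.31 in Ogg1-/-. All 6 differences are below 0, which low replicate 1 libraries shared by the genotypes would not give. The 3 differences had one sign in 4 of 18 comparisons of a knockout with WT, random signs would give 4.5, and 3 pairs cannot give an exact p below 0.25, so the data do not decide. A lower Suz12 signal in these knockouts and a difference between libraries cannot be told apart.

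The chromosome 2 peak annotated to Lrrc4c, masked over 97.0% of its bases, may be multi-copy sequence collapsed in the assembly and read whatever the antibody. Its value would then vary alike in the 3 antibodies. Over 12 NeuN- libraries, Pearson r was 0.720 between H3K4me3 and H3K27me3 (permutation p 0.00814, adjusted 0.0488 over 6 relations, Spearman 0.706, and 0.631 without 2 libraries). It was 0.671 between H3K4me3 and Suz12 (permutation p 0.0190, adjusted 0.0571, Spearman 0.706, and 0.658 without 2 libraries). It was 0.316 between H3K27me3 and Suz12 (permutation p 0.318, Spearman 0.182, and -0.284 without 2 libraries). Over 12 NeuN+ libraries, Pearson r for these pairs was 0.600, 0.609 and 0.122 (adjusted permutation p 0.0695, 0.0695 and 0.741). The tables do not decide, because libraries that share a replicate number may also share nuclei, and no biological explanation was tested.

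In H3K4me3 NeuN+, 0.911%, 0.966% and 1.47% of peaks had an unadjusted p under 0.05, fewer than the 5% that chance gives. Differences in scale between libraries, which enter the residual spread of every peak, may cause this. With TMM factors in limma the lowest share was 3.79%, and the 3 shares were 3.79%, 3.84% and 5.57%. No biological explanation was tested.

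Averaged over the knockouts and summed over both fractions, 234 H3K4me3 DERs were found here. This is lower than the average that the study reports. For H3K27me3 the average was 199. This too is lower than that of the study. For Suz12 it was 52.3, within 1.5 times that of the study. Over the alternatives the Suz12 average ranged from 29.3 with the read minimum to 107.7 with the replicate block, so some alternatives fell outside that margin. Over the alternatives the averages ranged from 150 to 742 for H3K4me3 and from 51 to 317 for H3K27me3. With edgeR they were 621 and 216 with TMM factors and 219 and 199 with the authors' factors, and with limma and TMM factors 718 and 249.7. With the last, the H3K4me3 NeuN+ counts were 472, 483 and 699 in place of 115, 122 and 185. Scaling could therefore account for part of the H3K4me3 difference.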
